A study of Schmidtea mediterranea with 24 samples.

How the data were processed

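The series examined where stem cells sit in the planarian flatworm *Schmidtea mediterranea* and how the surrounding cells respond to amputation. It has 24 samples. 18 are RNA-seq libraries of sorted cells, 4 are Slide-seqV2 tissue sections, and 2 are single-cell samples that were not analysed here.

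Per the labels' protocols, the sorted cells came from intact worms and from tail fragments at 6 h and 48 h after amputation. There were 3 biological replicates per condition with 100 worms each, and the animals had been starved for 11 days. Worms were dissociated and fixed with ACME, a buffer that fixes cells while it separates them. Cells were then stained by hybridization chain reaction, an in situ method that labels a chosen RNA with fluorescent probes, here against the gene mmp-1. Flow cytometry separated mmp-1 positive (mmp-1+) from mmp-1 negative (mmp-1-) cells, and 1000 cells of each population were sorted into lysis buffer. cDNA was amplified with 10 PCR cycles (SMART-Seq v4) and libraries were made with 12 further cycles (Nextera XT) without strand information. These libraries carry no molecular identifiers, so a read is not an independent molecule.

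For the sorted cells, the values deposited by the authors are raw read counts per gene identifier, with no normalization, in 1 table of 36035 identifiers. The aligner settings, reference and counting options are not given in the sources used here. The name of that table points to STAR, and it has the 4 extra categories that STAR writes for reads without a gene. Of all counted reads in a library, 12.1% to 16.1% were listed as unmapped and 5.67% to 9.21% as multimapping, while the categories for ambiguous reads and reads outside features held 0. These categories were kept out of library sizes and tests. Reads shared by near-identical genes therefore fall in the multimapping category, and the level of such genes is uncertain. Genes are given by the SMED30 identifiers of the files, which do not pair them with gene names. The level of mmp-1 itself and lists of stem cell and wound genes by name were for that reason not analysed here.

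Slide-seqV2 captures the RNA of a tissue section on a layer of barcoded beads whose positions are known. Per the labels, 8 to 9 tail fragments were arranged around 1 intact animal in a frozen block for each time point, and 2 adjacent sections were taken from each block. The deposited section files hold raw UMI counts (unique molecular identifiers) per gene and bead, not normalized, and the lowest total of any bead was 10 UMIs. Separate deposited tables hold bead positions in a unit that is not given in the sources used here. A bead can hold RNA of several cells or of part of a cell. Each time point is 1 block, so the sections are not biological replicates, and no test between time points was made with them.

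Counts of sorted cells were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by filterByExpr, which left 31435 genes. Library sizes were scaled by TMM, and a quasi-likelihood model was fitted with a mean for each of the 6 groups of 3 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The SE given with a log2 fold change is its absolute value divided by the square root of the edgeR F statistic. It is thus derived from the test and not estimated separately. A total of 12 contrasts were tested: the sort difference at each time point and averaged over time points, the 3 differences between time points in each population, and 2 interactions, which ask whether a change from intact differs between the populations. CPM values given per group are counts scaled by TMM to a common library size (CPM). The common biological coefficient of variation was 0.152. On simulated counts with 200 genes changed by 2-fold or 4-fold in 1 group, the contrast of 6 h with intact in mmp-1+ cells recovered 142 of the 200 (71%) with 3 false calls among 31435 genes. The interaction at 6 h recovered 111 (55.5%) with 8 false calls. Within groups, pairs of libraries differed far beyond counting noise (chi-square per gene 12.4 to 114), so no library appeared to be present more than once.

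The genes named were set by rule. For each contrast of sorted cells they are the 2 highest and 2 lowest log2 fold changes among called genes with an average log2 CPM of at least 4 whose groups did not overlap (for interactions, without the last condition). For the sections they are the 2 highest and 2 lowest ratios among genes with at least 200 UMIs that went the same way in both sections of a time point or in all 4 sections, and the 3 genes with the highest mean Moran I. Contrasts, tests, this rule and most alternatives were fixed before the data were examined.

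In the sections, beads with at least 50 UMIs were kept as tissue if the mean UMI count over the 20 nearest bead positions was above a limit set per section by Otsu's method on a log scale. This neighbourhood filter was added after bead maps had been seen, because many beads off the tissue passed the minimum alone. Tissue beads closer than 3 times the median bead spacing were linked, and linked groups of at least 100 beads are called pieces. The central piece is the one whose centroid lies nearest the mean of the piece centroids. Rim and interior beads are the beads in the outermost and innermost of 3 equal parts by distance to the piece edge. For a whole section these parts were set over all its pieces together, not within each piece. Counts were summed per section or region and scaled to CPM. Log2 ratios carry a pseudocount of 10 CPM, so they understate the change of genes with few counts. Intervals for summed UMI counts are exact 95% Poisson intervals and cover counting error only. The minimum piece size, the pseudocount, the limit of 1.5-fold for rim genes, and the minimum of 200 UMIs in each section for the centre comparison were also set after the files had been opened.

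Spatial patterns were measured with Moran's I, which compares a bead's value with those of its 10 nearest neighbours. UMIs were scaled to 10000 per bead and log-transformed, and a gene passed if its I exceeded the largest I of any gene in 100 shuffles of the beads. Tested on 4204 simulated genes of 6 h section 1, this statistic made false calls: 308 of 4004 unpatterned genes (7.69%) passed when 200 other genes were raised 3-fold in one side of the section, and 236 (5.89%) passed when they were raised at the rim. It recovered 143 (71.5%) and 63 (31.5%) of the 200. A second statistic on Pearson residuals given bead depth was therefore added. It made 0 false calls and recovered 74 (37%) and 51 (25.5%). The simulated counts were Poisson around bead depth, which is the model these residuals assume. False calls in real beads are therefore not excluded. Counts by both statistics are reported.

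Lists of the 100 genes with the smallest edgeR p among those higher, and among those lower, in mmp-1+ cells were placed in the sections, and each list's median was ranked among 10000 random lists matched in 20 bins of expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-image 0.26.0 and matplotlib 3.10.9 was used.

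Alternatives for the sorted cells were RLE scaling, DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, no filter, a filter of 10 counts in 9 libraries, a fit to only the groups compared, a replicate block, and each library left out in turn. Scaling by total counts was added later. Alternatives for the sections were other bead and gene minimums, link distances, neighbour numbers, rim widths, list sizes and fold limits, the surrounding pieces alone, and each section left out. Added later were no neighbourhood filter, the residual statistic, and beads thinned to 100 UMIs.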

Results

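The sorted-cell data covered mmp-1+ and mmp-1- cells of intact planarians and of tail fragments at 6 h and 48 h after amputation, with 3 libraries in each of the 6 groups. In each library 33455 to 34080 of the 36035 identifiers had at least 1 count. Counts assigned to genes ranged from 52969393 to 66114382 in mmp-1+ libraries and 55497823 to 63524266 in mmp-1- libraries. The 10 most abundant genes took 33.7% ± 2.82 of the counts in mmp-1+ libraries and 27.5% ± 2.15 in mmp-1- libraries (SD, n = 9 each). TMM scaling factors fell between 0.784 and 0.995 in mmp-1+ and between 1.06 and 1.18 in mmp-1- libraries.

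The first principal component held 25.3% of the variance and ordered the libraries by time after amputation. The second held 19.5% and separated the sorted populations within each time point.

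**Figure D1:**
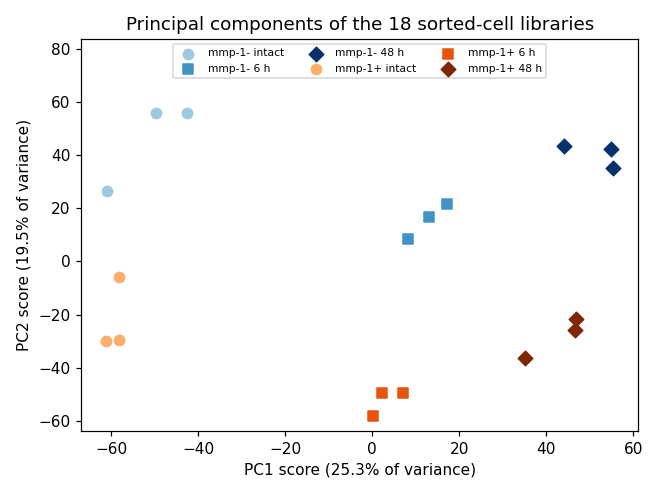
Scores of the 18 sorted-cell libraries on the first (x axis, 25.3% of variance) and second (y axis, 19.5% of variance) principal components of log2 CPM, with 1 point per library. Colour gives the sorted population and shape the time point, and the 6 groups occupy separate parts of the plot.

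The sort comparison asked which transcripts distinguish mmp-1+ cells. Averaged over the 3 time points, edgeR called 5995 of 31435 genes at an adjusted p under 0.05, of which 3468 were higher and 2527 lower in mmp-1+ cells. Of these, 499 were at least 2-fold higher and 106 at least 2-fold lower. The scaling moved this result most. With total counts in place of TMM, 22386 genes were called, 1208 higher and 21178 lower, and the median log2 ratio of all genes moved to -0.41 from -0.07. The split into higher and lower calls is therefore relative to the scaling.

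The largest increases named by rule were in SMED30003191 and SMED30019930. SMED30003191 had 530 ± 230, 755 ± 51.3 and 552 ± 92.8 CPM in mmp-1+ cells of intact worms, at 6 h and at 48 h, against 6.53 ± 11.1, 17.3 ± 11.4 and 8.36 ± 7.21 CPM in mmp-1- cells (SD, n = 3 each). Its average log2 fold change was 5.95 (SE 0.69, edgeR adjusted p 1.62e-06), and this stayed between 5.61 and 7.83 over 24 alternatives, highest without replicate 2 of the intact mmp-1- group. SMED30019930 was among the most abundant transcripts, at 28572 ± 11253 CPM in mmp-1+ cells of intact worms against 381 ± 629 CPM in mmp-1- cells (SD, n = 3 each), with an average log2 fold change of 5.90 (SE 0.72, edgeR adjusted p 3.52e-06) that was 7.37 without the same library. In both genes the mmp-1- libraries differed widely from one another: SMED30003191 ranged from 0.0886 to 19.3 CPM in the intact mmp-1- group. The largest decreases named by rule were smaller, in SMED30006263 (-0.89, SE 0.14, edgeR adjusted p 5.46e-05) and SMED30005046 (-0.74, SE 0.13, edgeR adjusted p 3.49e-04). Both were lower in every mmp-1+ library than in every mmp-1- library of the same time point.

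**Figure D2:**
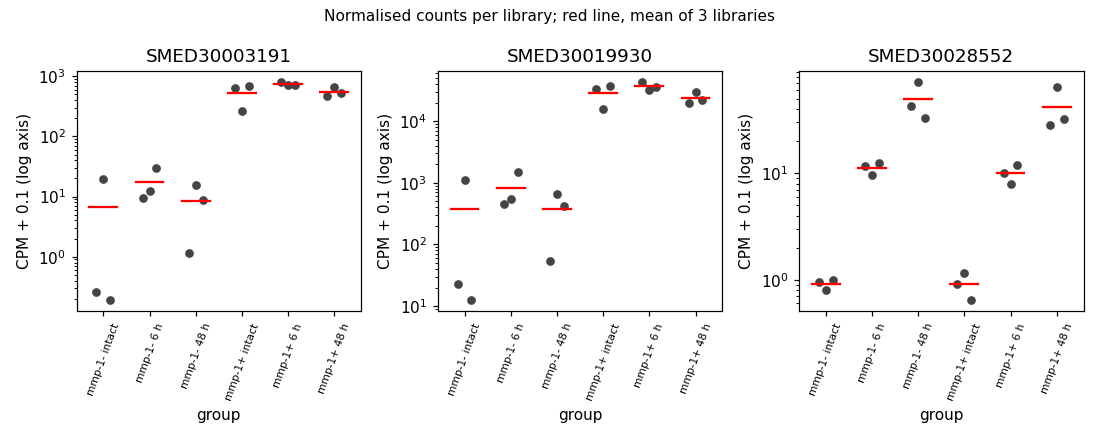
TMM-scaled CPM (y axis, log scale, 0.1 added) of 3 genes in the 6 groups (x axis), with 1 point per library and a red line at the mean of the 3 libraries. SMED30003191 and SMED30019930 lay higher in each mmp-1+ library than in any mmp-1- library, and SMED30028552 rose with time after amputation in both populations.

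Within time points edgeR called 1802 genes in intact worms (1527 higher, 275 lower in mmp-1+), 2115 at 6 h (1830 higher, 285 lower) and 1506 at 48 h (1381 higher, 125 lower). A total of 984 genes were called at all 3 time points, 979 of them higher and 5 lower in mmp-1+ cells, and 323 were at least 2-fold higher at all 3. These counts moved with single libraries. In intact worms the count was 2768 without replicate 2 of the mmp-1- group, 960 without replicate 1 and 1031 without replicate 3 of the mmp-1+ group. At 6 h it was 1345 without replicate 1 of the mmp-1+ group, and at 48 h it was 958 without replicate 2 of the mmp-1+ group. The number of lower genes moved further. In intact worms it was 42 without mmp-1+ replicate 1 and 625 without mmp-1- replicate 2. It was 81 at 6 h without mmp-1+ replicate 1 and 42 at 48 h without mmp-1+ replicate 2. With a replicate block it was 622 in intact worms, 823 at 6 h and 328 at 48 h. Under total-count scaling the share of calls that were higher fell from 84.7% to 9.50% in intact worms, from 86.5% to 6.14% at 6 h and from 91.7% to 7.75% at 48 h.

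SMED30003191 led in intact worms (log2 fold change 6.35, SE 1.21, edgeR adjusted p 0.00204), with SMED30019930 next (6.23, SE 1.27, adjusted p 0.00355), though SMED30019930 reached only an adjusted p of 0.0539 when edgeR was fitted to those groups alone. The size of both folds rested on replicate 2 of the intact mmp-1- group, without which they were 12.00 and 10.66. At 6 h both were again named, at 5.45 (SE 1.16, edgeR adjusted p 0.0042) and 5.48 (SE 1.22, adjusted p 0.00649), or 6.13 and 6.20 without replicate 3 of the 6 h mmp-1- group. At 48 h SMED30028878 had the largest change, 6.38 (SE 0.59, edgeR adjusted p 3.05e-07), from 0.477 ± 0.391 CPM in mmp-1- to 40.6 ± 16.5 CPM in mmp-1+ cells (SD, n = 3 each), and SMED30003191 followed at 6.04 (SE 1.19, adjusted p 0.00266), or 6.83 without replicate 2 of the 48 h mmp-1- group.

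Among the decreases named within time points, SMED30006263 in intact worms changed by -1.12 (SE 0.24, edgeR adjusted p 0.0047). It stayed called whichever library was left out and lost its call only in the fit of the compared groups alone (adjusted p 0.052, range over alternatives 6.54e-05 to 0.052). The other decreases depended on single libraries. SMED30005046 changed by -0.87 in intact worms (SE 0.22, edgeR adjusted p 0.0208). Its call was lost without replicate 2 of the mmp-1- group or without any 1 of the 3 mmp-1+ libraries, and its adjusted p ranged from 0.00117 to 0.114 and its log2 fold change from -1.17 to -0.51 over alternatives. At 6 h SMED30006263 changed by -0.85 (SE 0.23, edgeR adjusted p 0.0292). It was not called without mmp-1- replicate 2 or mmp-1+ replicates 1 or 3 (adjusted p 8.79e-04 to 0.171 over alternatives). SMED30031625 changed by -0.70 at 6 h (SE 0.17, edgeR adjusted p 0.0143) and was not called without mmp-1- replicate 1 or mmp-1+ replicate 2 (2.19e-04 to 0.0924). At 48 h SMED30023930 changed by -0.65 (SE 0.18, edgeR adjusted p 0.0368) and was not called without mmp-1- replicate 1 or any 1 of the 3 mmp-1+ libraries (0.0024 to 0.25, with log2 fold changes of -0.97 to -0.43). SMED30034772 changed by -0.52 (SE 0.12, edgeR adjusted p 0.0125) and was not called without mmp-1- replicate 1 or mmp-1+ replicates 2 or 3 (2.42e-04 to 0.104).

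The time course asked how each population changed after amputation. Intact worms are whole animals and the later samples are tail fragments, so a difference from intact contains both tissue and injury. At 6 h, 2051 genes were called against intact in mmp-1+ cells (812 higher, 1239 lower) and 3004 in mmp-1- cells (1434 higher, 1570 lower). At 48 h, 5565 were called in mmp-1+ cells (2240 higher, 3325 lower) and 5528 in mmp-1- cells (2433 higher, 3095 lower). Large decreases outnumbered large increases: at 48 h, 1042 genes were at least 2-fold lower and 370 at least 2-fold higher in mmp-1+ cells, against 1003 and 369 in mmp-1- cells. The count for mmp-1+ cells at 6 h was 1358 without replicate 1 of the intact mmp-1+ group, and limma with voom called 3263 genes there. Under total-count scaling the share of calls that were higher at 6 h was 15.6% in place of 39.6% in mmp-1+ cells and 36.8% in place of 47.7% in mmp-1- cells.

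Between the tail fragments, 3027 genes differed at 48 h from 6 h in mmp-1+ cells (1432 higher, 1595 lower) and 3066 in mmp-1- cells (1439 higher, 1627 lower). The mmp-1+ count was 1993 without replicate 3 of the 6 h group, and 1870 or 1969 without replicate 1 or 3 of the 48 h group. The mmp-1- count was 1951 without replicate 1 of the 48 h group. Total-count scaling raised the share of calls that were higher from 47.3% to 76.2% in mmp-1+ and from 46.9% to 65.9% in mmp-1- cells.

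**Figure D3:**
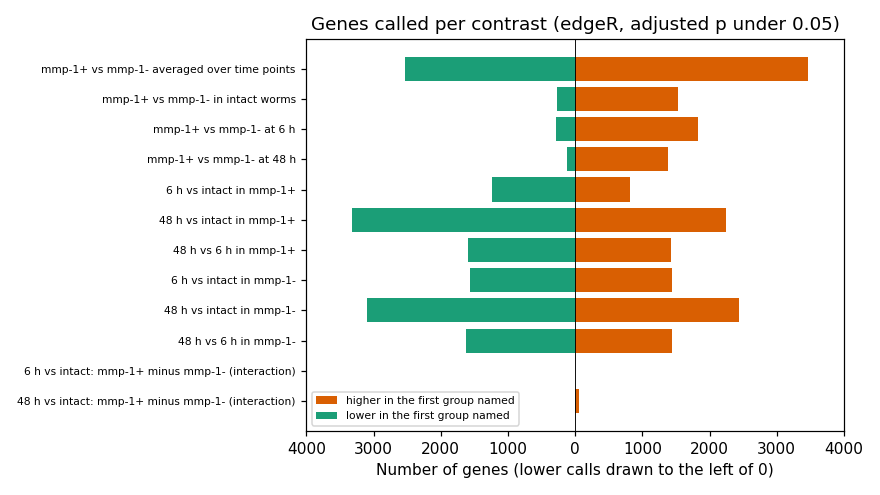
Number of genes called by edgeR at an adjusted p under 0.05 (x axis) in each of the 12 contrasts (y axis), with genes higher in the first group named drawn to the right of 0 and lower ones to the left. The bars run from 0 calls for the 6 h interaction to 5995 for the averaged sort difference.

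At 6 h the largest named increases against intact were the same in both populations. SMED30022580 rose from 1.25 ± 0.596 to 35.1 ± 4.73 CPM in mmp-1+ cells (log2 fold change 4.80, SE 0.34, edgeR adjusted p 2.38e-08) and from 1.03 ± 0.549 to 37.0 ± 4.51 CPM in mmp-1- cells (5.18, SE 0.35, adjusted p 1.00e-08; SD, n = 3 each). SMED30028552 rose by 3.58 (SE 0.35) in mmp-1+ and 3.77 (SE 0.34) in mmp-1- cells at 6 h, with edgeR adjusted p of 1.59e-06 and 4.44e-07, and by 5.66 (SE 0.36) and 5.92 (SE 0.36) at 48 h, with adjusted p of 3.31e-09 and 2.08e-09. SMED30003676 rose by 5.08 in both populations at 48 h (SE 0.34 and 0.33, edgeR adjusted p 4.83e-09 and 4.72e-09). At 48 h against 6 h, SMED30034953 (2.62, SE 0.17, edgeR adjusted p 1.08e-08) and SMED30007001 (2.28, SE 0.16, adjusted p 3.15e-08) led in mmp-1+ cells, and SMED30028552 (2.15, SE 0.28, adjusted p 4.44e-05) and SMED30030464 (2.11, SE 0.35, adjusted p 4.78e-04) in mmp-1- cells.

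Among the decreases, SMED30029471 fell from 45.5 ± 8.78 to 0.928 ± 0.196 CPM at 6 h and 0.782 ± 1.04 CPM at 48 h in mmp-1+ cells (log2 fold changes -5.61, SE 0.91, and -5.94, SE 0.93; edgeR adjusted p 4.14e-04 and 1.30e-04), and from 59.5 ± 14.1 to 2.89 ± 2.52 CPM at 6 h in mmp-1- cells (-4.37, SE 0.80, adjusted p 0.00107; SD, n = 3 each). SMED30031362 fell from 175 ± 25.4 to 4.49 ± 2.12 CPM at 6 h in mmp-1+ cells (-5.28, SE 0.97, edgeR adjusted p 0.00135), and SMED30009662 from 91.4 ± 68.6 to 2.43 ± 1.16 CPM at 6 h in mmp-1- cells (-5.23, SE 0.52, adjusted p 1.21e-06; SD, n = 3 each). Single libraries moved some of these sizes. SMED30029471 changed by -7.95 at 48 h in mmp-1+ cells without replicate 2 of the 48 h group and by -5.30 without replicate 1, and by -5.29 at 6 h in mmp-1- cells without replicate 3 of the 6 h group. SMED30009662 changed by -4.41 without replicate 1 of the intact mmp-1- group.

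The lowest fitted ratios at 48 h came from SMED30024356 and SMED30022886, which varied widely among libraries. SMED30024356 had 29.96 ± 44.3 CPM in mmp-1- and 39.4 ± 12.5 CPM in mmp-1+ cells of intact worms and 18.3 ± 14.1 and 25.6 ± 13.2 CPM at 6 h (SD, n = 3 each). At 48 h only 9 and 16 counts remained in all 3 libraries of each population together. Its log2 fold changes at 48 h were -9.32 (SE 1.61, edgeR adjusted p 3.42e-04) against intact and -8.61 (SE 1.63, adjusted p 0.00173) against 6 h in mmp-1- cells, and -8.58 (SE 1.49, adjusted p 3.84e-04) and -7.95 (SE 1.5, adjusted p 0.00164) in mmp-1+ cells. Without replicate 2 of the intact mmp-1- group the change from intact in mmp-1- cells was -6.58, and without replicate 2 of the 48 h mmp-1+ group the changes in mmp-1+ cells were -9.46 and -8.83. SMED30022886 had 8 counts at 48 h in the 3 mmp-1- libraries together, against 184 ± 240 CPM in intact worms and 61.9 ± 94.98 CPM at 6 h (SD, n = 3 each), and its fitted changes were -12.10 (SE 2.27, edgeR adjusted p 7.63e-04) and -10.53 (SE 2.25, adjusted p 0.00456). The change from intact was -10.13 without replicate 1 of the intact group, and the change from 6 h was -7.40 without replicate 3 of the 6 h group. Without replicate 1 of the 48 h group they were -12.91 and -11.34. In mmp-1+ cells it changed by -6.23 (SE 1.53, adjusted p 0.0123) at 48 h against 6 h, a call lost without replicate 1 or replicate 3 of the 48 h mmp-1+ group (adjusted p 2.07e-04 to 0.103 over alternatives). It was -9.89 without replicate 2 of that group, which held 325 counts against 13 and 7 in the other two. limma with voom called neither gene in these contrasts.

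Responses of the populations were compared across genes, with no library in common. Of the genes called in either population, 97.5% had the same sign in both at 6 h against intact, 96.7% at 48 h against intact and 96.7% at 48 h against 6 h. Across all 31435 genes the log2 fold changes correlated with Pearson r 0.706 and Spearman rho 0.551 at 6 h against intact, 0.755 and 0.622 at 48 h against intact, and 0.575 and 0.536 at 48 h against 6 h. Genes are not independent replicates.

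The interaction tested whether a response differed between the populations. At 6 h edgeR called 0 genes, with 926 at an unadjusted p under 0.05, while DESeq2 called 10 and limma with voom 0. At 48 h edgeR called 55 genes, with 1322 at an unadjusted p under 0.05, and in all 55 the change from intact was more positive in mmp-1+ cells. Both counts at an unadjusted p lie below 0.05 of the 31435 genes tested, the share expected with no difference. Neither count on its own points to further genes with differing responses. DESeq2 called 103 genes at 48 h, limma with voom 31, and edgeR called 35 without replicate 2 of the 48 h mmp-1+ group. The single direction did not hold under all alternatives. DESeq2 called 97 genes as more and 6 as less positive, and total-count scaling 51 and 2. A replicate block called 62 and 2, and no filter on low counts 52 and 1. The split was 46 and 11 without replicate 2 of the intact mmp-1+ group, 46 and 6 without replicate 2 of the intact mmp-1- group, and 43 and 1 without either replicate 2 of the 48 h mmp-1- group or replicate 3 of the 48 h mmp-1+ group. The median change of the 55 genes from intact to 48 h was 0.71 in mmp-1+ and -0.31 in mmp-1- cells on the log2 scale. Of the 55, 37 were called higher at 48 h than in intact worms in mmp-1+ cells. In mmp-1- cells 23 were called lower and 12 higher. The genes named by rule fell in both populations, but less in mmp-1+ cells. SMED30000113 fell from 51.7 ± 4.58 to 4.98 ± 3.78 CPM in mmp-1+ and from 125 ± 63.2 to 0.31 ± 0.0792 CPM in mmp-1- cells (difference 5.26, SE 0.85, edgeR adjusted p 0.00551). SMED30034869 fell from 28.3 ± 4.78 to 3.94 ± 2.43 CPM and from 50.7 ± 12.7 to 0.195 ± 0.0523 CPM (difference 5.18, SE 0.70, edgeR adjusted p 0.00159; SD, n = 3 each). Neither was called by limma with voom.

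The spatial data comprised 2 adjacent sections from each of 2 blocks, one block per time point. The 6 h sections held 10863941 UMIs on 24821 beads and 13792997 on 32319 beads, and the 48 h sections held 21234845 on 30146 beads and 18695274 on 26024 beads. Tissue beads numbered 9493 and 14389 at 6 h and 13854 and 12817 at 48 h, with median depths of 646, 533, 932 and 783 UMIs. Tissue fell into 8 and 11 pieces at 6 h and 13 in each section at 48 h. The number of pieces need not equal the number of embedded fragments, since fragments can touch or break. No section has a biological replicate, and all values below describe these sections.

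**Figure D4:**
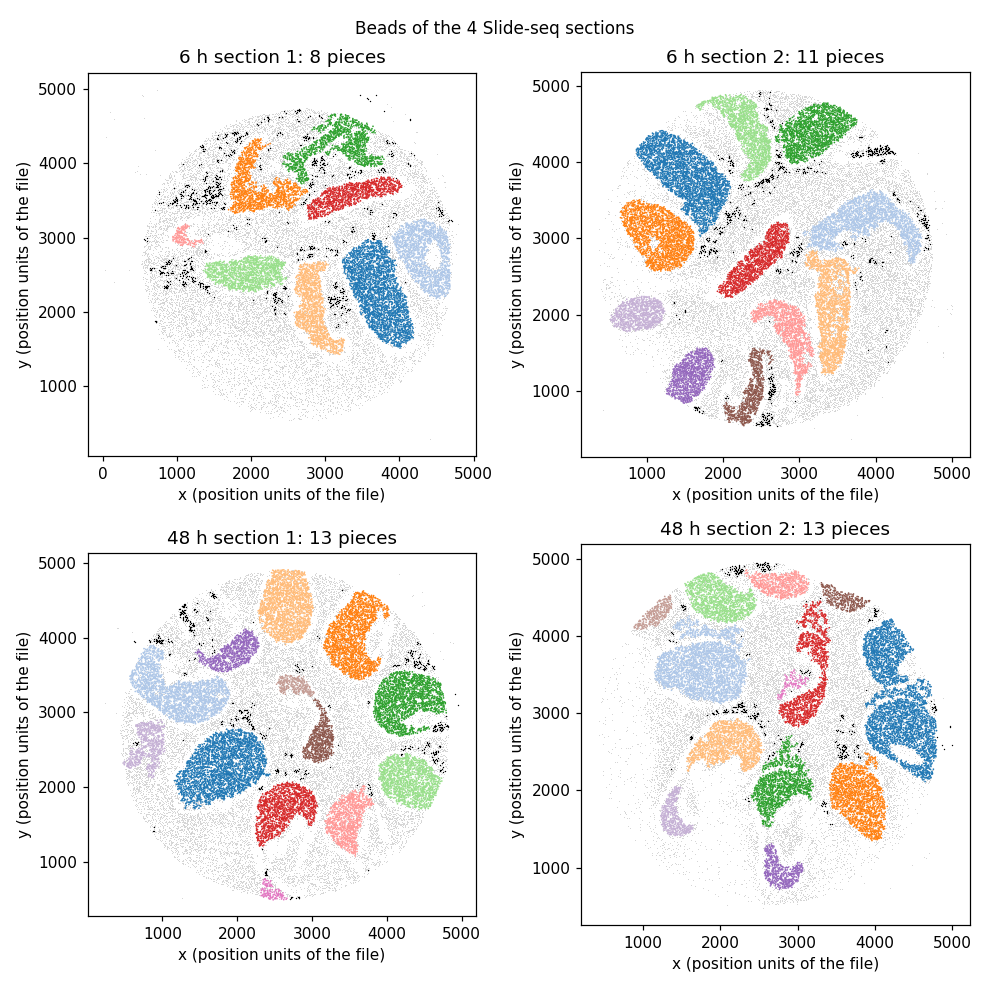
Positions of beads in the 4 sections (x and y axes in the position units of the files), with tissue pieces in colours, tissue beads in no piece in black and other beads in grey. The sections hold 8, 11, 13 and 13 pieces.

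Expression summed over the tissue was closer between adjacent sections than between blocks. Across 10839 genes with at least 200 UMIs in total, Pearson r of log2 CPM was 0.985 and 0.986 within blocks and 0.949 to 0.960 between them. Both sections of one time point were at least 2-fold apart from both sections of the other for 548 genes, of which 426 were higher and 122 lower at 48 h. Leaving out a section loosens this rule: the number was 1177 without 6 h section 1, 1062 without 48 h section 1 and 836 without 48 h section 2. With a limit of 1.5-fold it was 2025. SMED30030464 had the highest ratio (3.62 on the log2 scale), with 5.10 CPM (95% Poisson interval 3.76 to 6.76) and 5.79 CPM (4.51 to 7.33) at 6 h against 122 CPM (117 to 127) and 239 CPM (232 to 246) at 48 h. SMED30023017 followed (2.13), with 19.9 CPM (17.1 to 22.9) and 17.0 CPM (14.8 to 19.6) at 6 h against 71.3 CPM (67.6 to 75.1) and 157 CPM (151 to 163) at 48 h. These intervals leave out the spread between pieces, which was wide. Pieces ranged from 0 to 12.4 and 0 to 15.4 CPM at 6 h and from 1.73 to 209 and 0 to 514 CPM at 48 h for SMED30030464, and from 0 to 107 and 0 to 159 CPM at 6 h and from 2.33 to 795 and 0 to 1602 CPM at 48 h for SMED30023017. SMED30025073 (-2.48) had 1698 and 545 CPM at 6 h and 301 and 85.3 CPM at 48 h, and SMED30026765 (-2.47) had 2554 and 755 CPM at 6 h and 463 and 117 CPM at 48 h. For both of these the nearest sections of different blocks lay closer together than the adjacent sections of either block.

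The change from 6 h to 48 h was compared with that in the sorted cells across 10826 genes. The contrasts are not identical. Sections can hold tissue of the intact animal in each block, while sorted cells at both times came from tail fragments. The log2 ratios of 48 h over 6 h correlated with Pearson r 0.431 and Spearman rho 0.426 for mmp-1- cells and 0.435 and 0.387 for mmp-1+ cells. Of 547 genes that differed 2-fold in the sections, 442 had the same sign in mmp-1- and 457 in mmp-1+ cells. SMED30030464 was named in both assays and had 37.5 ± 17.8 CPM at 6 h and 162 ± 44.3 CPM at 48 h in mmp-1- cells (SD, n = 3 each).

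Moran's I measured spatial pattern. With the planned statistic, 1261 of 4204 genes at 6 h section 1, 1148 of 4907 at 6 h section 2, 2237 of 7197 at 48 h section 1 and 2178 of 6984 at 48 h section 2 exceeded all shuffles. Of 4099 genes tested in all 4 sections, 936 exceeded them in each. In simulated data of 1 section this statistic called 7.69% and 5.89% of unpatterned genes and recovered 71.5% and 31.5% of patterned ones, so the count can be too high or too low. On residuals given bead depth, which gave 0 false calls and recovered 37% and 25.5% in those simulations, 459 genes passed in all 4 sections, and 458 of them were among the 936. Those simulations drew counts by the model that the residuals assume, so false calls among the 459 are not excluded. The genes with the highest mean I were SMED30030799 (0.583), SMED30019930 (0.567) and SMED30019357 (0.554). Their residual I ranged over the sections from 0.586 to 0.682, 0.471 to 0.607 and 0.461 to 0.554. SMED30019930 is also one of the genes with the largest increase in sorted mmp-1+ cells.

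The central piece was compared with the surrounding pieces because the intact animal was embedded in the middle. Which piece is the intact animal is not labelled, and position singled out a piece in 1 section only. In 6 h section 2 the central piece lay 118 position units from the middle and the next one 1074, but in the other sections the distances were 766 and 964, 428 and 640, and 365 and 634. Central pieces held 845, 1026, 516 and 100 beads, which ranked them 7 of 8, 7 of 11, 11 of 13 and 13 of 13 by size. The central piece is therefore not shown to be the intact animal in any section. Between the central piece and its surround, 58 genes differed at least 2-fold in the same direction in both sections at 6 h (13 higher, 45 lower) and 280 at 48 h (144 higher, 136 lower), of 4099 genes. The 48 h value includes a central piece of 30554 UMIs, in which small counts make large ratios. SMED30020726 had 9 UMIs in each 6 h centre, against 7887 and 7014 in the surround, and 8 and 0 UMIs in the 48 h centres, against 7993 and 7265. SMED30035521 had 842 and 963 UMIs in the 6 h centres against 8404 and 21638 in the surround (log2 ratios -0.24 and -0.67), and 1 and 0 UMIs in the 48 h centres against 5917 and 6539. SMED30027886 was higher in the centre at 6 h by 0.19 and 0.75 and at 48 h by 3.34 and 3.03 on the log2 scale, and SMED30023882 by 0.97 and 0.80 and by 2.54 in both 48 h sections.

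Rim and interior beads of all pieces were compared to place genes within the tissue. The parts were set over all pieces of a section together, so pieces can supply unequal shares of rim and interior beads. Differences between pieces can therefore enter these ratios. Of 4099 genes, 1735 had the same sign in all 4 sections. Adjacent sections of a block are not independent, so no chance level is given. At least 1.5-fold differences in all 4 sections were seen for 93 genes, 89 higher and 4 lower at the rim. SMED30005324 had the highest mean log2 ratio, 5.02, with 6.79 and 3.66 in the 6 h sections and 6.05 and 3.58 in the 48 h sections. It had 5726 UMIs at the rim and 39 in the interior of 6 h section 1, and 1800 and 159 in 48 h section 2. SMED30011012 followed at 3.33, with 3.30, 3.70, 3.67 and 2.65 in the same order, and was the higher of both genes in 6 h section 2. The lowest were SMED30020296 (-1.22) and SMED30003809 (-1.13).

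The 100 genes with the smallest p among those higher in mmp-1+ cells, and the 100 among those lower, were placed in the sections. The median Moran I of each list lay above those of all 10000 matched random lists in each of the 4 sections. Rim over interior ratios of whole sections can also hold differences between pieces, as above. For the mmp-1- list the median rim over interior log2 ratio was 0.11, 0.22, 0.23 and 0.24 in the 6 h and 48 h sections, at percentiles of 99.8, 100, 100 and 100. For the mmp-1+ list it was 0.17 and 0.10 at 6 h (percentiles 100 and 91.5) and -0.09 and -0.08 at 48 h (percentile 0 in both). Single pieces varied: the mmp-1+ list was higher at the rim in 4 of 8 and 7 of 11 pieces at 6 h and lower at the rim in 10 of 13 and 8 of 13 pieces at 48 h, with a median of exactly 0 in 2 pieces at 6 h and 3 at 48 h. The mmp-1- list was higher at the rim in 4 of 8, 8 of 11, 10 of 13 and 11 of 13 pieces.

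**Figure D5:**
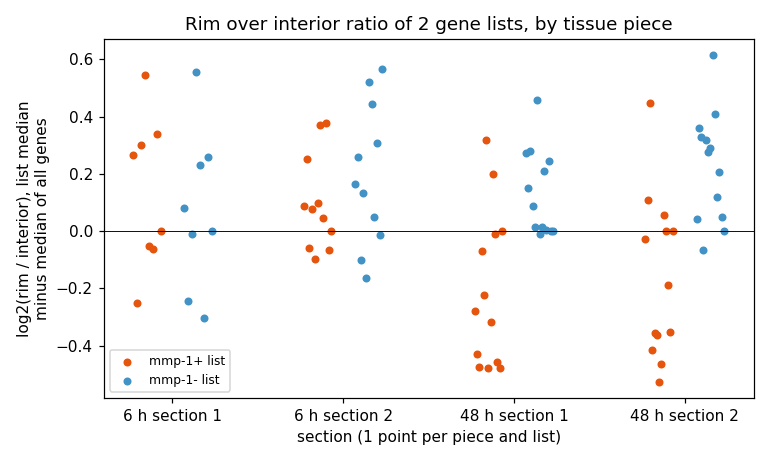
Median log2 ratio of rim over interior (y axis, after subtraction of the median of all genes) for the 100 genes higher in mmp-1+ cells (orange) and the 100 lower (blue), with 1 point per piece and list in each section (x axis). The mmp-1+ list lies below 0 in 10 and 8 of the 13 pieces of the 48 h sections and above 0 in 4 of 8 and 7 of 11 pieces of the 6 h sections.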

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

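The splits of the libraries, the tests without 1 intact mmp-1+ library, the test of multimapping reads against depth, the test of blocks, the division of the pieces by block and the lean by summed UMIs were chosen only after the results had been seen, while the tests of all pieces and of beads off the tissue were not.

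The 48 h response differed between the sorted populations for 55 genes, by the interaction term in edgeR, and in all 55 it was more positive in mmp-1+ cells. A candidate technical explanation is mmp-1- cells in replicate 2 of the intact mmp-1+ group, which had the lowest SMED30003191 level of the mmp-1+ libraries (267 CPM) and the highest TMM factor of them (0.995). Without that library 44 of the 55 genes were also called, which argues against it as the cause of all the calls. It stays open for the other genes and for the single direction: 57 genes were called without it, 46 more positive and 11 less. Calls of the less positive kind also appeared with all libraries. These were 6 with DESeq2, 2 with total-count scaling, 2 with a replicate block and 1 with no filter on low counts. Without replicate 2 of the intact mmp-1- group there were 6, and 1 without either replicate 2 of the 48 h mmp-1- group or replicate 3 of the 48 h mmp-1+ group. The direction of all 55 is therefore not firm. Other splits of the libraries were drawn in 2 ways. In the first set of 31 splits, which exchanged any libraries between time points, 4 gave 55 or more genes, with up to 1927. Exchanging unequal numbers of libraries in each population turns a time effect into an interaction, so a second set exchanged equal numbers, and there 1 of 31 splits, the real one, gave as many, with at most 3 in the others. Each other split of the second set mixed intact and 48 h libraries within all groups compared. That adds the time effect to the spread within groups, so few calls were likely from these splits in any case. The second set was also drawn after the first had been seen, so it does not exclude chance. The 55 genes were also all called higher in mmp-1+ cells at 48 h, but the contrasts share libraries, and in 5 simulated data sets with no time effect 2 genes in total were called in the interaction and both were called there too. Single libraries and the tool matter: 35 genes were called without replicate 2 of the 48 h mmp-1+ group, 103 by DESeq2 (97 more positive, 6 less) and 31 by limma with voom (all more positive). A response at 48 h that differs between mmp-1+ cells and other cells stays open as a hypothesis.

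The mmp-1+ list had a median rim over interior log2 ratio of 0.17 and 0.10 in the 6 h sections and -0.09 and -0.08 in the 48 h sections, so that both sections of one time point went one way and both of the other the opposite way. Among matched random lists these medians were at percentiles 100 and 91.5 at 6 h and 0 in both 48 h sections. The lean in 6 h section 2 is therefore not clear of random lists. The mean percentile at 6 h was 76.2 with 50 genes and 98.9 with 200. At 48 h it was 0 with 50 genes and 16.3 with 200. The difference between time points was not tested, since there is 1 block per time point. A limit of 75% of pieces had been set in advance for calling the lean general. Of all pieces, 29 of 45 (64.4%) leaned the way of their block, 57.9% at 6 h and 69.2% at 48 h, all under the limit. In 5 pieces the median was exactly 0, which is no lean either way, and without them the share was 72.5% of 40, with 11 of 17 (64.7%) at 6 h and 18 of 23 (78.3%) at 48 h. Counted that way the 48 h block lies above the limit and the 6 h block below it. By the summed UMIs of the list in place of its median, 34 of 45 pieces (75.6%) leaned with their block, 15 of 19 at 6 h and 19 of 26 at 48 h. The outcome rests on how the lean is counted, so a few pieces that differ from the rest of their section are neither excluded nor shown as the source. A difference between the 2 blocks, such as the plane of the sections, cannot be told apart from time, because each time point has 1 block. The median of the mmp-1- list over a section did not change side, although in 6 h section 1 the list was higher at the rim in only 4 of 8 pieces. A shift of mmp-1+ cells after amputation stays open and was not tested.

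Beads outside the tissue, which enter none of the comparisons, carried 13.4% and 13.6% of the UMIs in the 6 h sections and 7.92% and 6.65% in the 48 h sections. If this RNA had spread from the nearest tissue, beads around a piece would resemble that piece more than others. They did so for 25 of 45 pieces, where 4 would be expected by chance. This count comes mostly from the 48 h sections, with 10 of 13 and 8 of 13 pieces (18 of 26, with 2 expected), which is consistent with RNA spread from the nearest tissue piece there. In the 6 h sections, which had the larger shares outside the tissue, it was 2 of 8 and 5 of 11 pieces (7 of 19, with 2 expected), fewer than most, so the source of that RNA stays open. Thin tissue at the edge that fell under the limits for tissue beads could give the same picture. No biological explanation was tested.

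Reads listed as multimapping, which enter no gene count, made up 8.36% ± 0.57 of the reads in mmp-1+ and 6.00% ± 0.24 in mmp-1- libraries (SD, n = 9 each). The difference of 2.36 points had a two-sided p of 0.00025 in an exact permutation test over the 8000 regroupings within time points, the smallest that test can give. It is not explained by a difference in library size or depth between groups: of the mmp-1+ libraries inside the depth range of mmp-1- libraries, 5 of 5 had a share above every mmp-1- library. Transcripts of mmp-1+ cells may come more often from genes with near-identical copies, but the multimapping reads are not assigned to genes, so this was not tested.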

How the results depend on the processing

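Total-count scaling, no neighbourhood filter, the residual statistic and the thinned beads were chosen after seeing the data; the other alternatives were not.

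Over 637 results of named genes under alternatives, 607 kept their direction and their call, 30 kept their direction but lost the call, and 0 reversed. These hold no DESeq2 value for SMED30003191 in any of its sort contrasts. SMED30029471 had 13 alternatives per contrast, where other genes such as SMED30028552 had 14. Of 191 counts for the sorted cells under alternatives, 168 stayed within 1.5 times the reported count and 23 did not. Of 100 values for the sections, 77 stayed within their limits and 23 did not. These limits were unequal in width. A correlation within blocks of 0.987 in place of 0.986 fell outside, while 207 in place of 280 genes at the 48 h centre fell inside. The 23 therefore do not measure how large the moves were.

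Total-count scaling called 22386 genes (1208 higher, 21178 lower) for the averaged sort difference, 8115 (771, 7344) in intact worms, 14552 (894, 13658) at 6 h and 10542 (817, 9725) at 48 h. It shifted the median log2 ratio of all genes to -0.41, -0.34, -0.46 and -0.38. It moved the median of 6 h against intact in mmp-1+ cells to -0.12 and that of 48 h against 6 h to 0.12.

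Fitting only the groups compared called 999 genes for the sort in intact worms and 1646 for 6 h against intact in mmp-1- cells. In that fit SMED30019930, SMED30006263 and SMED30005046 lost their call in intact worms, with edgeR adjusted p of 0.0539, 0.052 and 0.0532 (ranges over alternatives 1.01e-08 to 0.0539, 6.54e-05 to 0.052 and 0.00117 to 0.114). For the averaged contrast this fit is the same as the reported one and was not run. limma with voom and quality weights called 3021 genes for the sort in intact worms, 3263 for 6 h against intact and 4616 for 48 h against 6 h in mmp-1+ cells, and 31 for the 48 h interaction. DESeq2 called 10 and 103 genes in the 6 h and 48 h interactions. RLE scaling and the filters on low counts moved no count by over 1.5 times. The cause of these differences was not tested.

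With 1 library left out, so that a group has 2, the sort in intact worms gave 960 to 2768 genes (2768 without mmp-1- replicate 2, 960 and 1031 without mmp-1+ replicates 1 and 3). The sort at 6 h gave 1345 to 2024 (lowest without mmp-1+ replicate 1) and at 48 h 958 to 1424 (lowest without mmp-1+ replicate 2). In mmp-1+ cells 6 h against intact gave 1358 to 1683 (lowest without intact replicate 1) and 48 h against 6 h gave 1870 to 2296 (1993 without 6 h replicate 3, 1870 and 1969 without 48 h replicates 1 and 3). In mmp-1- cells 48 h against 6 h gave 1951 to 2589 (lowest without 48 h replicate 1). The 48 h interaction gave 35 to 66 (lowest without 48 h mmp-1+ replicate 2). The cause of these differences was not tested.

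The libraries share replicate numbers, and the labels do not say whether same-numbered mmp-1+ and mmp-1- libraries come from the same worms. Their deviations correlated at -0.00297 to 0.281, above 0 in 8 of 9 pairs and above 0.1 in 3. Pairing would have been taken from the values only with every pair above 0.1, so the numbers were not used as pairs, which does not exclude shared worms. For the sort and the interactions, the replicate block was a block for each replicate number within each time point. With it edgeR called 7732 genes for the averaged sort and 2692, 3113 and 2012 for the sort in intact worms, at 6 h and at 48 h. The interactions at 6 h and 48 h had 0 and 64 calls (62 more positive in mmp-1+ cells, 2 less). Differences between time points had another block, for each replicate number over all time points, which does not test shared worms. In that fit, 6 h and 48 h against intact and 48 h against 6 h gave 2025, 5568 and 3026 genes in mmp-1+ cells. In mmp-1- cells they gave 2935, 5439 and 3060.

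For SMED30000113 and SMED30034869 in the 48 h interaction, limma with voom gave adjusted p of 0.583 and 0.366. Over the alternatives the adjusted p of these genes ranged from 1.04e-05 to 0.583 and from 2.46e-09 to 0.366.

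In the sections, a minimum of 50 UMIs per gene moved the mean correlation to 0.965 between blocks and to 0.989 within blocks, and no neighbourhood filter moved the latter to 0.987. Genes 2-fold apart at 48 h and 6 h numbered 804 to 1177 with a section left out (1177 without 6 h section 1, 1062 and 836 without 48 h sections 1 and 2), which removes a condition, and 2025 at a limit of 1.5-fold. Patterned genes numbered 459 with the residual statistic and 119 with beads thinned to 100 UMIs, where fewer genes could be tested. Without the neighbourhood filter the pieces merged into 1, 6, 6 and 4, because beads off the tissue linked them. The centre comparison then had no value for either block, rim genes numbered 13, and the mean percentile of the rim ratio was 50 (6 h) for the mmp-1+ list and 18.8 (6 h) and 6.79 (48 h) for the mmp-1- list. Genes at the 6 h centre numbered 23 with a minimum of 20 UMIs per bead and 13 with a link distance of 5 times the spacing. At the 48 h centre they numbered 152 with a link distance of 2 times. The mmp-1+ list had a mean percentile of 76.2 at 6 h with 50 genes and of 16.3 at 48 h with 200 genes, and the mmp-1- list of 99.7 at 6 h with 200 genes.

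Depth limits the number of genes compared in the sections: 10839 had 200 UMIs in all, and 4099 had 200 in each section. Sorted-cell libraries held at least 52969393 counts, which are reads without molecular identifiers and not comparable with UMIs.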

Other observations

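The splits of libraries and the tests of tail tissue were chosen only after the results had been seen. The tests of mixed cells, of abundant genes and of bead depth were set before their values were known.

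In each of the 9 contrasts of 3 libraries with 3 (the sort difference at each time point and the differences between time points), 1 of the 10 possible splits gave as many genes, the real one. The most from any other split was 13, for 48 h against intact in mmp-1- cells. A share of 1 in 10 is the smallest this design allows, so chance cannot be excluded from the splits alone. For the averaged sort difference, 1 of 31 splits gave 5995 or more genes, the real one, and the others gave 0. For the 6 h interaction, edgeR called 0 genes, DESeq2 10 and limma with voom 0. At an unadjusted p under 0.05 there were 926 genes in edgeR, fewer than the share of 0.05 expected with no difference. In that interaction 31 of 31 splits gave as many calls as edgeR, which says nothing, since no split can give fewer than 0.

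The levels of the genes most enriched in mmp-1+ cells were uneven among mmp-1- libraries. Taken from SMED30003191 and SMED30019930, replicate 2 of the intact mmp-1- group lay 3.73% of the way from the lowest library of its group to the mmp-1+ mean, replicate 3 of the 6 h group 2.82% and replicate 2 of the 48 h group 2.57%. If mmp-1+ cells or their RNA were in these libraries, other enriched genes would rise by a like share. The median share over 100 genes chosen at the other time points was 5.55%, 3.38% and 2.63% in the same libraries. The lowest ratio of the latter to the former was 1.02, which is consistent with mmp-1+ cells or their RNA in some mmp-1- libraries. The folds of the most enriched genes may then be understated. Without that intact library, 2768 in place of 1802 genes were called for the sort in intact worms. A difference between the worms of these replicates stays open.

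Most genes called at single time points were higher in mmp-1+ cells under TMM, and most were lower under total-count scaling, with a median log2 ratio of -0.41 for the averaged contrast. The 100 most abundant genes took 48.7% of the counts in mmp-1+ and 40.6% in mmp-1- libraries. Without them the median under total-count scaling was -0.20, with 2263 genes higher and 9355 lower. The larger share of counts in abundant genes may account for part of the shift, but the remainder lies between the values set in advance for and against that explanation. A lower content of other transcripts in mmp-1+ cells and the effect of abundant genes cannot be told apart here, since the libraries hold no added standard.

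Large decreases against intact worms outnumbered large increases in both populations. A total of 700 genes were lower than intact in all 4 contrasts of a time point with intact, and 288 were higher in all 4. These contrasts share the intact libraries, and in 5 simulated data sets with no time effect at most 0 genes were lower, and at most 0 higher, in all 4. With no time effect few genes are called in any contrast. Those data sets therefore cannot show how far shared libraries raise the overlap among genes that change. Genes of tissues of the intact worm that tail fragments lack could be among the 700. They cannot be told apart from a response to injury, because every intact library is of whole worms and every later one of tails. Whole worms do not enter the contrast of 48 h with 6 h, both from tail fragments, in which 3066 genes were called in mmp-1- cells. Whether the tissues of the fragments themselves changed between 6 h and 48 h was not tested, so a part of tissue in these calls is not excluded.

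The uneven depth of beads was examined as a source of the spatially patterned genes. With each bead thinned to 100 UMIs, 119 of the 441 genes that still had enough UMIs passed in all 4 sections, more than the limit of 10 set in advance, so uneven depth is not the whole cause. Whether it is part of the cause stays open: 459 genes passed on residuals given bead depth in place of 936, but that statistic also recovered fewer simulated patterns (37% in place of 71.5%, and 25.5% in place of 31.5%).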
